A study of Drosophila melanogaster with 12 samples. Its data were reported in "HIRA and dPCIF1 coordinately establish totipotent chromatin and control orderly ZGA in Drosophila embryos" (2024).

How the data were processed

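Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into DNA that is not covered by nucleosomes, so that accessible regions appear as peaks of mapped reads. The samples were Drosophila melanogaster embryos collected 0.5 to 1.5 h or 2 to 3 h after egg laying. The labels give 6 groups of 2 libraries each. These are embryos whose mothers lacked HIRA at both stages, embryos whose mothers lacked dPCIF1 at 0.5 to 1.5 h, and 3 wild-type groups labelled as the controls of these. In both mutants the maternal product was missing and the zygotic copy was present. Groups and replicate numbers were taken from the sample labels.

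The authors trimmed the paired reads with trimmomatic, mapped them to the dm6 assembly with bowtie2, marked duplicates with sambamba and removed low-quality and non-unique reads with samtools. They then called peaks separately in each library with macs2 at a fixed q-value threshold. How the transposase offset was handled was not stated. The deposited files hold 3 columns per peak, namely the chromosome, the start and the end in base pairs. They carry no summit, fold enrichment, q-value or read count, so a peak list tells only whether a region passed the threshold in a library and how wide it was. The depth of the libraries is therefore unknown, and a library with fewer reads or a lower share of reads in accessible regions would be expected to yield fewer and narrower peaks. No peak was narrower than 200 bp, and no peaks of a library overlapped.

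Coordinates were read on dm6 and are given counted from 1. Every peak ended within the length of its chromosome in the Release 6 reference sequence, which is the same assembly, and genes were taken from the Ensembl release 115 annotation of that assembly without transposable elements. This gave 23694 distinct transcription start sites (TSS) on the chromosome arms and the Y chromosome.

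After the study's methods, a region was kept for a group when the peaks of both replicates overlapped, here by at least 20% of both peaks, and the matched peaks were merged into 1 region. A control region was called lost when no peak of either mutant library matched it by the same rule, and kept when both did. A mutant region was called gained when neither control library matched it. A promoter region was one that overlapped 1 kb either side of a TSS. The share of random windows of the same widths that met this rule was taken as its background. Motif sequences were searched on either strand within 100 bp either side of the peak midpoint. They were GAGAGAG for GAGA factor (GAF), CAGGTAG for Zelda, and TATCGAT for DREF and GGTCACACT for M1BP as comparison motifs. The background was the same windows moved 1 kb to either side.

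The plan was fixed before the data were examined and assumed that the peak lists held summits and q-values. Since they did not, the midpoint took the place of the summit, and the percentile of peak width within its library took the place of the percentile of −log10 q as the measure of peak strength. Matching of libraries by rank of q-value was replaced by matching on the widest peaks. These replacements were chosen after seeing the data.

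Peak numbers and per-library shares were compared by exact two-sided permutation tests over libraries. With 2 libraries against 2 the smallest p that this test can give is 0.33, so no comparison between groups of libraries can pass 0.05 in this test. Shares of replicated regions were compared by Fisher's exact test (two-sided). The relation of a motif to loss was tested by the Cochran-Mantel-Haenszel chi-square test over 5 classes of width percentile, with the odds ratio above 1 (log2 above 0) when regions with the motif were lost more often. This test is an approximation, and the M1BP motif, with few regions in some cells, is where it is least exact. The difference in width percentile between lost and kept regions was tested with 100000 permutations. P-values were adjusted by the Benjamini-Hochberg method over the 12 motif tests (4 motifs in 3 contrasts), over the 3 promoter tests, and over the 3 tests of each stage comparison. These tests compare sets of regions. Regions are not independent replicates of a condition, so their p-values describe the peak sets of these libraries only. Shares are given with 95% Wilson intervals, which cover counting error only. As a background measured the same way, the relation of each motif to absence was also computed between single libraries, from one control to the other control, to the wild-type set of the other mutant, and to the mutant libraries.

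The computations used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The odds-ratio procedure was tested on simulated loss, placed on the real regions and their Zelda motifs. With a true log2 odds ratio of -1 it returned on average -1.03 for the 3157 HIRA control regions at 0.5 to 1.5 h, -1.01 for the 7581 at 2 to 3 h and -1.02 for the 5161 dPCIF1 control regions. With no true relation it called 3%, 5.5% and 6.5% of 200 simulations at p under 0.05. Simulated loss depended on width in the same way in all 3 contrasts. It was not matched to the observed shares lost, which were 48.3%, 21.5% and 10.2%. Motifs other than Zelda were not simulated, so these rates do not cover the rarer M1BP motif.

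The alternatives tried were the chromosome arms alone, an overlap of 1 bp or of 50% of both peaks, peaks of replicate 1 with a match in replicate 2, controls of the other mutant, each library left out in turn, controls and mutants compared within the replicate number, motifs anywhere in the peak, shorter motifs, no width classes, loss from at least 1 mutant library and promoters defined by a midpoint within 500 bp of a TSS. Added later were the same number of widest peaks per library, width classes crossed with presence in the other wild-type set, and, for regions lost in HIRA mutants and gained in dPCIF1 mutants, only regions absent from both dPCIF1 controls.

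Named loci were fixed before the data were examined. They were twi, kni, Abd-B, abd-A and Ubx, which the study names as GAF targets, together with the gene of dPCIF1 (CG11399, Pcif1 in the annotation) and Hira. In addition, for each contrast the 5 lost regions with the highest mean width percentile were taken, and for dPCIF1 also the 5 gained regions, each named by the gene with the nearest TSS. Enhancers were not called, since histone marks were not used here.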

Results

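Peaks of accessible chromatin were listed for 12 ATAC-seq libraries of Drosophila embryos in 6 groups of 2. HIRA is a chaperone that places the histone variant H3.3 into nucleosomes, and dPCIF1 is the fly homologue of the mammalian mRNA cap methyltransferase PCIF1. GAF and Zelda are pioneer factors, which bind their motifs in closed chromatin and open it before the embryo's own genes are switched on. The comparisons address whether accessible regions, and those with GAF or Zelda motifs, depend on maternal HIRA and on maternal dPCIF1. The lists hold positions only, so that the sequencing depth behind each library is unknown.

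At 0.5 to 1.5 h, the HIRA controls had 4707 and 5449 peaks (mean 5078 ± 525, SD, n = 2), which covered 1808 and 2210 kb. The HIRA mutants had 1505 and 2399 peaks (1952 ± 632, SD, n = 2), covering 493 and 815 kb. The log2 ratio of the mean peak numbers was -1.38, against a spread of 0.50 between libraries (the SDs of the log2 numbers of both groups combined). Both mutant libraries lay below both controls, and the exact permutation test gave p = 0.33, the smallest that 2 libraries against 2 allow. The alternative that moved this ratio most was the use of the dPCIF1 controls, with which it was -1.98. At 2 to 3 h, the controls had 11432 and 9998 peaks (10715 ± 1014, SD, n = 2) and the HIRA mutants 10595 and 7122 (8858.5 ± 2456, SD, n = 2). The log2 ratio of -0.27 was smaller than the spread of 0.43, and the groups overlapped (exact permutation test, p = 0.667). It rested on mutant replicate 2, without which it was -0.02. The dPCIF1 controls had 7534 and 7814 peaks (7674 ± 198, SD, n = 2) and the dPCIF1 mutants 9774 and 11347 (10560.5 ± 1112, SD, n = 2). The log2 ratio was 0.46 with a spread of 0.16, both mutants lying above both controls (exact permutation test, p = 0.33).

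The wild-type sets differed from each other as well. At 0.5 to 1.5 h the dPCIF1 controls had 1.51 times as many peaks as the HIRA controls, a log2 ratio of 0.60 (exact permutation test, p = 0.33). This is larger than the log2 ratio of 0.46 between dPCIF1 mutants and their controls, and smaller than the ratio between HIRA mutants and controls at the same stage.

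**Figure D1:**
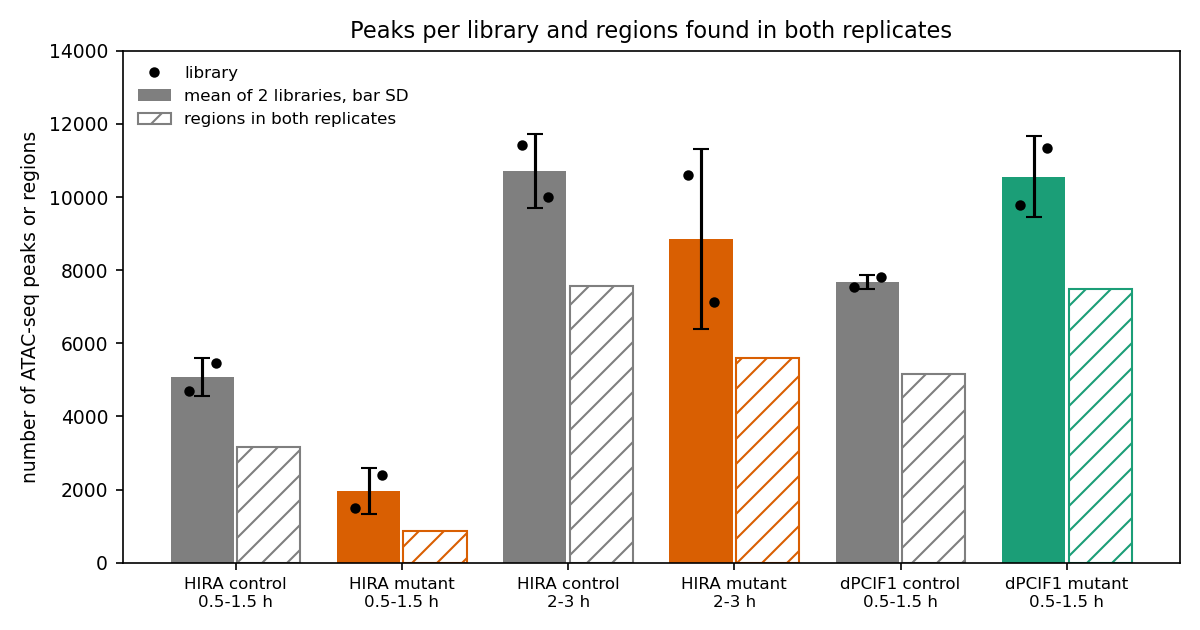
Number of ATAC-seq peaks per library (points), their mean and SD over 2 libraries (filled bars and error bars) and the number of regions found in both replicates (hatched bars) for each group. The HIRA mutants at 0.5 to 1.5 h had the fewest, with 1505 and 2399 peaks, and the 2 wild-type groups at that stage differed by a ratio of 1.51.

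Regions found in both replicates numbered 3157 in the HIRA controls and 876 in the HIRA mutants at 0.5 to 1.5 h, 7581 and 5589 at 2 to 3 h, and 5161 in the dPCIF1 controls and 7478 in the dPCIF1 mutants. The share of a library's peaks that matched the other replicate was 63.2% ± 7.04 (SD, n = 2) in the early HIRA controls and 47.5% ± 15.5 in the early HIRA mutants. It was 72.0% ± 6.82 and 66.4% ± 18.8 at 2 to 3 h, and 68.1% ± 1.92 and 72.2% ± 7.75 in the dPCIF1 controls and mutants. The wide spread in the HIRA mutants reflects unequal peak numbers of the 2 replicates. Median peak widths were 343.5 ± 13.4 bp and 297 ± 5.66 bp (SD, n = 2) in the early HIRA controls and mutants, 379 ± 2.83 and 354 ± 2.83 bp at 2 to 3 h, and 341 ± 5.66 and 374.5 ± 0.707 bp in the dPCIF1 controls and mutants. In each contrast the group with fewer peaks also had the narrower ones.

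To ask which accessible regions depended on each factor, every replicated control region was looked up in the mutant libraries. Of the 3157 early HIRA control regions, 739 (23.4%, 95% Wilson interval 22.0 to 24.9%) were matched in both HIRA mutant libraries, 893 (28.3%) in 1, and 1525 (48.3%, 46.6 to 50.0%) in neither. Read library by library, a single mutant missed 62.4% ± 8.85 (SD, n = 2) of these regions. As a background, peaks of single control libraries were missed by the other control in 36.8% ± 7.04 (SD, n = 2) of cases and by a mutant library in 74.0% on average (67.8 to 79.8% over 4 pairs of libraries). Apart from comparing controls and mutants within the replicate number, the share lost moved most without mutant replicate 2, to 68.7%, and it was 29.3% with the same number of widest peaks from each library. At 2 to 3 h, 4236 of 7581 control regions (55.9%) were matched in both HIRA mutants and 1630 (21.5%, 20.6 to 22.4%) in neither. Single control libraries were missed by the other control in 28.0% ± 6.82 and by a mutant library in 45.8% (37.3 to 54.5%). In the dPCIF1 contrast, 4110 of 5161 regions (79.6%) were matched in both mutants and 526 (10.2%, 9.40 to 11.05%) in neither. Here a mutant library missed the peaks of a control library no more often (29.1%, 26.5 to 31.5%) than the other control did (31.9% ± 1.92, SD, n = 2). The dPCIF1 mutant lists were longer than the control lists, which would by itself lower the share missed. With the same number of widest peaks from each library, the share lost was 16.8% in dPCIF1 mutants and 17.9% in HIRA mutants at 2 to 3 h.

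**Figure D2:**
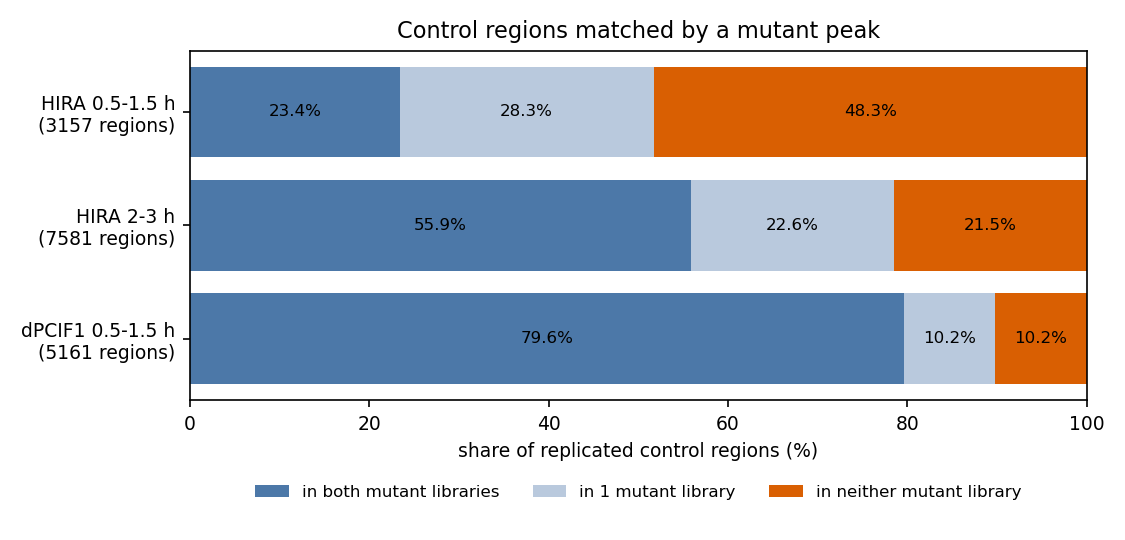
Share of replicated control regions (horizontal axis, percent) matched by a peak in both, 1 or neither mutant library, for the 3 contrasts with the number of control regions. The share matched in neither mutant library was 48.3%, 21.5% and 10.2%.

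In the opposite direction, 61 of 876 early HIRA mutant regions (6.96%, 5.46 to 8.84%) and 640 of 5589 at 2 to 3 h (11.5%, 10.6 to 12.3%) were found in neither control. Of 7478 dPCIF1 mutant regions, 1933 (25.8%, 24.9 to 26.9%) were gained, 1470 were in 1 control and 4075 in both. For comparison between wild-type libraries only, 1507 of the 5161 dPCIF1 control regions (29.2%) were found in neither HIRA control and 2623 (50.8%) in both, whereas 258 of the 3157 HIRA control regions (8.17%) were in neither dPCIF1 control. The share gained in dPCIF1 mutants thus lay between the shares seen between the wild-type sets, while the number gained was above both.

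Lost regions were narrower than kept ones in all 3 contrasts. The median width percentile was 47.9 for regions lost in early HIRA mutants and 79.7 for those kept, a difference of -31.8. The differences were -30.3 at 2 to 3 h and -23.1 in dPCIF1 mutants. Each permutation test gave p = 1e-05, the smallest that 100000 permutations can give. Among early HIRA control regions, 73.1% of the narrowest class of width and 21.4% of the widest class were lost.

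In the early HIRA controls 465 regions (14.7%, 13.5 to 16.0%) had a GAF motif and 311 (9.85%, 8.86 to 10.9%) a Zelda motif, against 3.55% and 1.58% of windows moved 1 kb away. The HIRA mutants had 151 regions with a GAF motif and 169 with a Zelda motif, so that the number of GAF regions fell by 67.5% and that of Zelda regions by 45.7%, while all regions fell by 72.3%. The share with a GAF motif was 17.2% (14.9 to 19.9%), which did not differ past the threshold from the controls (log2 odds ratio 0.27, Fisher's exact test, adjusted p = 0.0949). Leaving out mutant replicate 1 moved this most, to -0.24, and counting the motif anywhere in the peak also changed its direction (-0.11, Fisher's exact test, adjusted p = 0.430). With the dPCIF1 controls it passed the threshold (0.42, Fisher's exact test, adjusted p = 0.00504). The share with a Zelda motif was higher in the mutant regions, at 19.3% (16.8 to 22.0%, log2 odds ratio 1.13, Fisher's exact test, adjusted p = 2.19e-12). The shares with DREF (3.55% to 1.48%, log2 odds ratio -1.29, Fisher's exact test, adjusted p = 0.00380) and M1BP motifs (1.27% to 0.228%, 40 and 2 regions, log2 odds ratio -2.49, adjusted p = 0.0102) were lower. The permutation tests on the per-library shares gave p = 0.33 for all 4 motifs.

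Among the 2 to 3 h regions, 760 in the controls (10.0%) and 757 in the HIRA mutants (13.5%) had a GAF motif (log2 odds ratio 0.49, Fisher's exact test, adjusted p = 1.97e-09). This difference reversed slightly, to a log2 odds ratio of -0.01, when mutant replicate 2 was left out and the mutant set was all peaks of replicate 1. A Zelda motif was present in 480 (6.33%) and 372 (6.66%) regions, with no difference past the threshold (log2 odds ratio 0.08, Fisher's exact test, adjusted p = 0.517). The DREF and M1BP shares did not differ past the threshold (Fisher's exact test, adjusted p = 0.0733 and 0.0612), but were lower in the mutants past it with the motif anywhere in the peak (log2 odds ratio -0.60 and -0.85).

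In the dPCIF1 contrast, regions with a GAF motif rose in number from 696 to 911, and those at promoters from 469 to 605. Their share was 13.5% in the controls and 12.2% in the mutants (log2 odds ratio -0.17, Fisher's exact test, adjusted p = 0.0612). Regions with a Zelda motif fell by 21.8%, from 458 (8.87%, 8.13 to 9.68%) to 358 (4.79%, 4.33 to 5.29%), although the mutants had more regions in all (log2 odds ratio -0.95, Fisher's exact test, adjusted p = 1.22e-18). Those at promoters went from 205 to 177. In single libraries the Zelda share was 7.94% ± 0.205 (SD, n = 2) in the controls and 4.23% ± 0.0308 in the mutants, a gap far larger than either spread. The permutation test over libraries again gave p = 0.33. Regions gained in dPCIF1 mutants carried a Zelda motif in 1.71% and a GAF motif in 8.07% of cases, compared with 7.17% and 14.8% of mutant regions found in both controls.

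**Figure D3:**
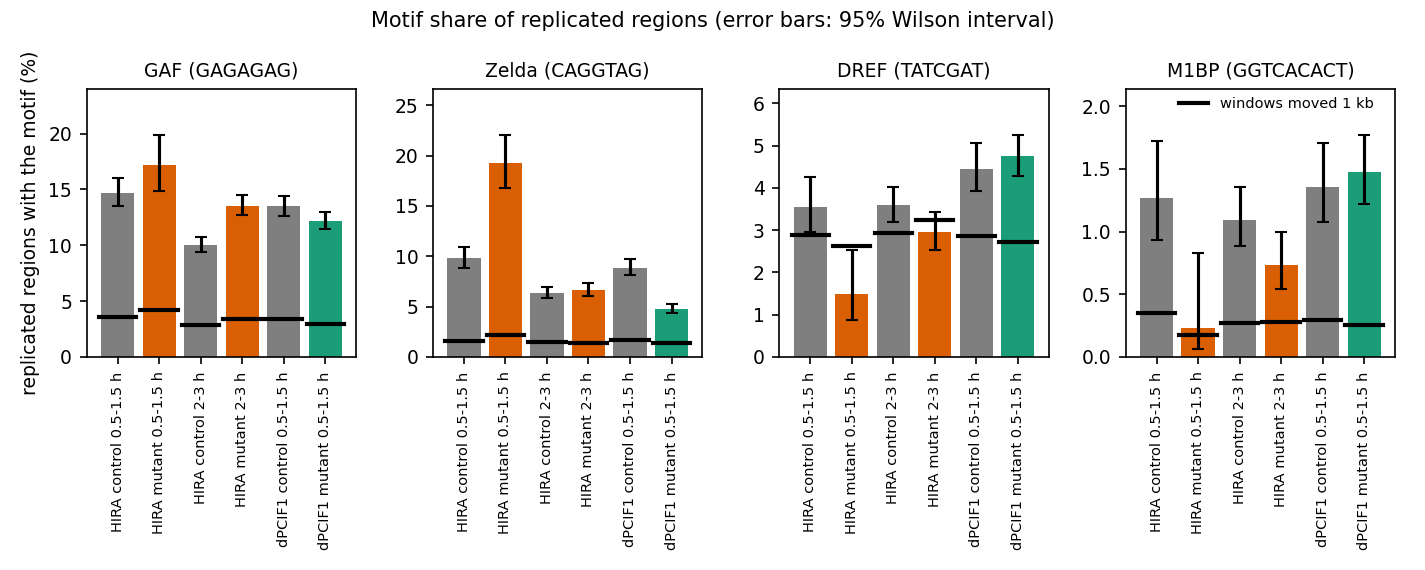
Percentage of replicated regions with a GAF, Zelda, DREF or M1BP motif within 100 bp of the midpoint (bars with 95% Wilson intervals) in the 6 groups, and the share in windows moved 1 kb (black lines). The Zelda share was 9.85% and 19.3% in the early HIRA controls and mutants, and 8.87% and 4.79% in the dPCIF1 controls and mutants.

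Since narrow regions were lost first, the relation of each motif to loss was tested among control regions of like width. In early HIRA mutants, regions with a Zelda motif were lost less often than others (log2 odds ratio -1.76, 95% interval -2.25 to -1.27, Cochran-Mantel-Haenszel chi-square test, n = 2264 lost and kept regions, adjusted p = 1.21e-12). Leaving out control replicate 1 moved this most, to -2.46, and without mutant replicate 1 it was -1.12. Regions with a GAF motif were also lost less often (-0.56, -0.98 to -0.14, n = 2264, adjusted p = 0.0131), although not past the threshold when the motif was counted anywhere in the peak (-0.07, adjusted p = 0.696). Regions with a DREF (1.51, n = 2264, adjusted p = 0.00267) or M1BP motif (2.69, adjusted p = 0.0107) were lost more often, although the M1BP value rests on 32 lost and 2 kept regions. In the 2 to 3 h contrast the log2 odds ratio was -1.97 for GAF (-2.36 to -1.59, n = 5866, adjusted p = 2.21e-25), -1.09 for Zelda (-1.53 to -0.64, adjusted p = 2.73e-06), 0.62 for DREF (adjusted p = 0.0171) and 0.90 for M1BP (adjusted p = 0.0287). In dPCIF1 mutants, regions with a GAF motif were lost less often (-1.97, -2.56 to -1.38, n = 4636, adjusted p = 1.32e-11) and regions with a Zelda motif more often (1.58, 1.175 to 1.98, adjusted p = 1.45e-14). The DREF motif showed no relation past the threshold (-0.58, n = 4636, adjusted p = 0.0992), but did with the motif anywhere in the peak (-0.69, adjusted p = 0.00883). For M1BP the value was -3.49, and it rests on a single lost region with the motif.

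**Figure D4:**
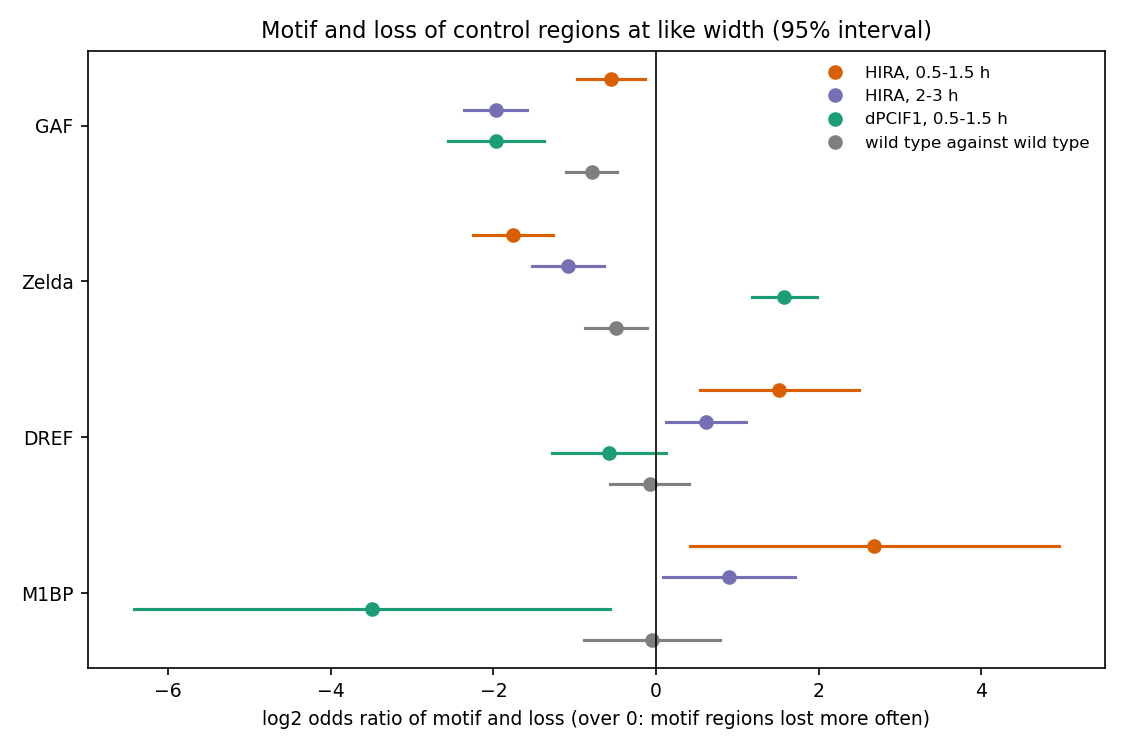
Log2 odds ratio (horizontal axis) of carrying a motif and being lost among control regions of like width, with 95% intervals, for the 3 contrasts and for dPCIF1 control regions absent from the HIRA controls (wild type against wild type). Points left of 0 are motifs whose regions were lost less often, and the Zelda motif lies at -1.76 in early HIRA mutants and at 1.58 in dPCIF1 mutants.

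The same relation was not 0 between libraries of 1 genotype. Peaks of 1 early HIRA control that the other control missed had a log2 odds ratio of -1.498 for GAF (-1.52 and -1.48 for the 2 directions), -1.12 for Zelda (-1.32 and -0.97), -0.21 for DREF and -0.83 for M1BP. Against single mutant libraries the same control peaks gave -0.76 for GAF (-0.90 to -0.46 over 4 pairs), -1.62 for Zelda (-1.81 to -1.52), 0.58 for DREF and 1.43 for M1BP. Measured from that background, absence from early HIRA mutants shifted towards regions with GAF, DREF and M1BP motifs and away from those with Zelda motifs. However, the other control missed 36.8% of control peaks and a mutant library 74.0% on average (28.0% and 45.8% at 2 to 3 h). This background was not matched for the share of peaks missing. A shift from it in HIRA mutants therefore cannot be assigned to the mutation. The Zelda value was within the range of the comparison with the dPCIF1 controls (-1.71 to -1.32), and the GAF value was outside it (-2.07 to -1.77). For the 2 to 3 h libraries the value against the mutants (-1.78, -1.86 to -1.70) overlapped that between the controls (-1.60, -1.86 and -1.44) for GAF. For Zelda the corresponding values were -1.13 (-1.19 to -1.07) and -1.26 (-1.46 and -1.13), and these overlapped too. The ranges did not overlap for DREF (0.13 to 0.49 against the mutants, -0.39 and -0.19 between the controls) or M1BP (0.13 to 0.38, and -1.40 and -1.23). In the dPCIF1 contrast the Zelda motif went from -0.96 between controls (-1.02 and -0.91) to 0.64 against mutants (0.58 to 0.70), with no overlap. GAF went from -1.28 (-1.31 and -1.25) to -1.71 (-1.76 to -1.59). These comparisons between single libraries were added after seeing the data and carry no test.

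Promoter regions made up 59.7% (58.0 to 61.4%) of early HIRA control regions and 48.5% (45.2 to 51.8%) of HIRA mutant regions (log2 odds ratio -0.65, Fisher's exact test, adjusted p = 1.26e-08). About 28.3% of random windows of the control widths met the same definition. Leaving out control replicate 1 moved the early value most, to -0.39. For 2 to 3 h the shares were 55.9% and 51.3% (-0.27, Fisher's exact test, adjusted p = 2.03e-07), and in the dPCIF1 controls and mutants 56.6% and 58.7% (0.12, adjusted p = 0.0200). The last difference changed direction with the HIRA controls in place of the dPCIF1 controls (-0.06, Fisher's exact test, adjusted p = 0.343). In single libraries the promoter share was 55.7% ± 0.760 and 46.4% ± 0.112 (SD, n = 2) in the early HIRA controls and mutants, 51.9% ± 1.77 and 47.4% ± 0.882 at 2 to 3 h, and 50.9% ± 0.309 and 53.6% ± 1.38 in the dPCIF1 controls and mutants (exact permutation test, p = 0.33 each). Of the regions lost in dPCIF1 mutants 30.8% were at promoters, and of those gained 53.5%.

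Between stages, the HIRA controls went from 3157 to 7581 replicated regions and the HIRA mutants from 876 to 5589. Both 2 to 3 h libraries held 3047 of the early control regions (96.5%) and 836 of the early mutant regions (95.4%), shares that moved most with the same number of widest peaks (72.9% and 47.6%). Of the 2 to 3 h regions, 2603 in the controls (34.3%) and 3420 in the mutants (61.2%) were in neither early library. The shares with GAF and Zelda motifs were lower at 2 to 3 h than at 0.5 to 1.5 h in the controls (log2 odds ratio -0.63, adjusted p = 2.26e-11, and -0.69, adjusted p = 9.15e-10, Fisher's exact test). They were also lower in the mutants (-0.41, Fisher's exact test, adjusted p = 0.00603, and -1.75, adjusted p = 1.03e-28). The promoter share was lower in the controls (-0.22, Fisher's exact test, adjusted p = 0.000382) and not different past the threshold in the mutants (0.16, adjusted p = 0.127). With the same number of widest peaks, the promoter value of the controls changed direction (0.12, Fisher's exact test, adjusted p = 0.114) and that of the mutants passed the threshold (0.57, adjusted p = 0.000154).

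To ask whether dPCIF1 mutants opened regions ahead of time, gained and lost regions were compared with the 2 to 3 h wild-type set. Of 1933 gained regions, 644 (33.3%, 31.2 to 35.4%) matched a 2 to 3 h HIRA control region, and of 526 lost regions 203 (38.6%, 34.5 to 42.8%). Gained regions thus matched the later set slightly less often (log2 odds ratio -0.33, Fisher's exact test, p = 0.0260), and not past the threshold with an overlap of 1 bp (-0.25, p = 0.0954) or of 50% of both peaks (-0.07, p = 0.590). Leaving out dPCIF1 control replicate 2 moved the value most, to 1.32, and it was also positive without control replicate 1. Without a dPCIF1 mutant library it was -1.36 or -1.39, so the value followed which group lost a library. Lost regions were wild-type regions by definition, as were those of the later set. This test therefore cannot decide whether gained regions opened ahead of time. Of mutant regions present in both controls, 88.9% matched the 2 to 3 h set.

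HIRA and dPCIF1 are described as opposing factors, so regions lost without one were looked up among those gained without the other. Of 1525 early regions lost in HIRA mutants, 88 (5.77%) were absent from both dPCIF1 controls and present in both dPCIF1 mutants, compared with 3 of 739 kept regions (0.406%). The log2 odds ratio at like width was 2.96 (Cochran-Mantel-Haenszel chi-square test, n = 2264 regions, p = 1.88e-06). A region had to be absent from the dPCIF1 controls to count as gained, which was the case for 212 lost and 8 kept regions. Among these, 41.5% of the lost and 37.5% of the kept regions were gained (log2 odds ratio 0.24, Fisher's exact test, p = 1).

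At the fixed loci, peaks were counted in each library. Abd-B (FBgn0000015, dm6 chromosome 3R, 16927212 to 16972236, minus strand, 6 TSS) held 5 and 7 peaks within the gene in the early HIRA controls and 1 and 4 in the HIRA mutants. None of the mutant peaks lay within 1 kb of a TSS, compared with 1 and 2 in the controls. It held 8 and 8 in the dPCIF1 controls and 9 and 10 in the dPCIF1 mutants, with 3 near a TSS in each of these 4 libraries. Ubx (FBgn0003944, 3R, 16656623 to 16734426, minus strand) held 7 and 10 peaks in the early HIRA controls, 3 and 7 in the HIRA mutants, 11 and 12 in the dPCIF1 controls and 14 and 12 in the dPCIF1 mutants. Its TSS had a peak in all libraries except HIRA mutant replicate 1 at 0.5 to 1.5 h. For abd-A (FBgn0000014, 3R, 16807214 to 16830049) the numbers were 2 and 6, 2 and 3, 5 and 4, and 5 and 4 in the same order. For twi (FBgn0003900, 2R, 22985374 to 23048325) they were 3 and 4, 0 and 1, 3 and 2, and 3 and 3. For kni (FBgn0001320, 3L, 20692330 to 20695378) peaks near a TSS numbered 1 and 1, 0 and 1, 2 and 4, and 1 and 1. In the 2 to 3 h libraries Abd-B held 11 and 10 peaks in the controls and 10 and 7 in the HIRA mutants, and Ubx 15 and 17 and 12 and 11. In the same order abd-A held 7 and 7 and 5 and 4, and twi 6 and 6 and 6 and 1. At kni the direction was not the same, with 3 and 2 peaks within the gene in the controls and 3 and 4 in the mutants. Near a TSS of kni they numbered 3 and 2 and 2 and 3. The dPCIF1 gene (Pcif1, FBgn0037021, 3L, 20780350 to 20786197) had 1 peak near its TSS in every library except both early HIRA mutants. At Hira (FBgn0022786, X, 7722119 to 7725917) no early HIRA library had a peak near the TSS, while both dPCIF1 controls and dPCIF1 mutant replicate 2 had 1. A peak within the Hira gene was present in both early HIRA controls and in mutant replicate 2.

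**Figure D5:**
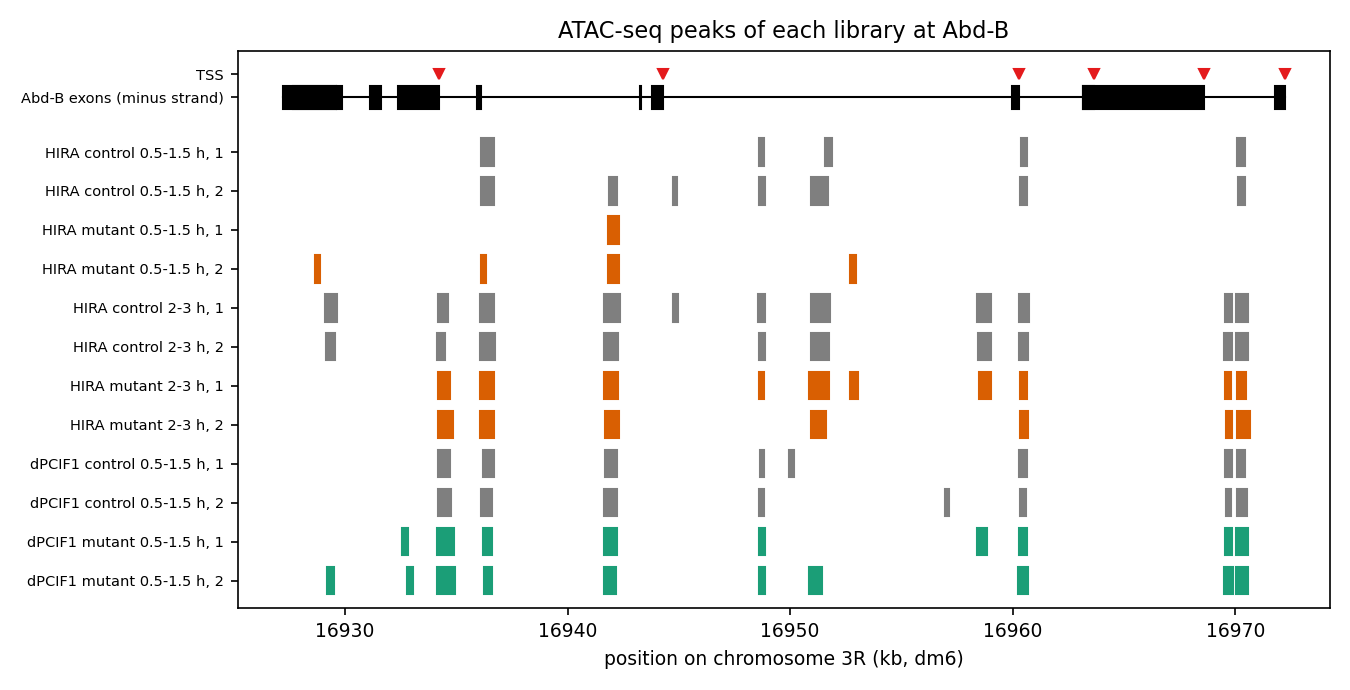
ATAC-seq peaks of each library (boxes, one row per library) along Abd-B on dm6 chromosome 3R (horizontal axis, kb), with annotated exons (black) and TSS (red). The HIRA mutants at 0.5 to 1.5 h held 1 and 4 peaks within the gene, and the dPCIF1 mutants 9 and 10.

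The widest region lost in early HIRA mutants lay on X, 17651217 to 17652678, in an intron of RhoGAPp190 (FBgn0026375), 614 bp downstream of its TSS, and carried a GAF motif. The others were in an intron of pyd (3R, 8927203 to 8928601), in the 5′ UTR of arm (X, 1898815 to 1899932), in a coding exon of CG5004 (X, 17124407 to 17125526) and in the 5′ UTR of Lrt (2R, 20645973 to 20647060). The regions at arm and Lrt carried a Zelda motif. Peaks of both mutant libraries touched the pyd region with less than the 20% overlap. The regions lost at 2 to 3 h were at sqd (3R, 13644956 to 13646338, intron), CG12576 (X, 22481157 to 22482690, 5′ UTR), Membrin (3L, 5365698 to 5367296, 5′ UTR), snoRNA:Me28S-A1322 (2R, 11892394 to 11893664, in an intron of eEF1alpha1) and Herp (2L, 7799306 to 7800478, 5′ UTR). The region at the snoRNA carried a GAF motif. The regions at sqd and at the snoRNA were touched by a peak of 1 mutant library and that at CG12576 by peaks of both.

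The widest region lost in dPCIF1 mutants lay in a coding exon of kuk (FBgn0038476, 3R, 17082182 to 17084238), 822 bp downstream of its TSS. It was followed by regions in coding exons of nullo (X, 7049008 to 7050229), Bro (3L, 1647639 to 1648604) and fd19B (X, 20091660 to 20092667) and a region in an intron of Ir41a (2R, 4982913 to 4983956), whose nearest TSS is that of lncRNA:CR44105 at 49360 bp. None of these 5 carried a Zelda or GAF motif near its midpoint. The kuk and nullo regions were touched by a peak of 1 mutant library with less than the 20% overlap. The widest gained region was intergenic on 2R, 5108083 to 5109737, 13337 bp downstream of the TSS of gus (FBgn0026238). The others were at Cka (2L, 8030703 to 8031924, 5′ UTR, with a GAF motif), CG31523 (3R, 4478010 to 4479316, 5′ UTR), CG7632 (3L, 21304378 to 21305929, coding exon) and Mtl (3R, 27635963 to 27636914, 5′ UTR), each touched by a peak of 1 control library below the 20% overlap.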

Values the study reported

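The study reported 3115 ATAC-seq peaks in wild-type embryos at 0.5 to 1.5 h and 7569 at 2 to 3 h. It stated that more than 70% of the accessible signal fell in promoters and enhancers. It also reported that about 25% of embryos from HIRA mutant mothers reached nuclear cycle 14 by 2 to 3 h, and that nuclear division had stopped or was late in about 75%.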

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

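The difference between stages itself and its comparison with the controls were chosen after the values had been seen. The adjustment of the test at equal peak numbers was added after its value had been seen. The tests at equal peak numbers and between the 2 to 3 h controls were chosen once the pattern was known but before they were run.

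The relation of the GAF motif to loss in HIRA mutants differed between the stages. The log2 odds ratio was -0.56 at 0.5 to 1.5 h and -1.97 at 2 to 3 h, a difference of -1.42 (standard error 0.29, normal approximation on n = 2264 and n = 5866 regions, adjusted p = 4.04e-06 over 4 motifs). The Zelda, DREF and M1BP motifs did not differ past the threshold (n = 2264 and n = 5866 regions, adjusted p = 0.0914, 0.145 and 0.145). Regions with a GAF motif were lost less often at both stages.

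Several technical explanations were weighed. The early libraries had fewer peaks, and with 1505 widest peaks from each HIRA library the difference was -1.12 (standard error 0.55, n = 652 and n = 772 regions, p = 0.0426, adjusted p = 0.0903 over 4 motifs). It kept its direction and no longer passed the threshold, so fewer early peaks cannot be told apart from a true difference between stages with so few regions. A difference between stages in how GAF regions are called in wild type could not be excluded. Between the control libraries the log2 odds ratio was -1.498 at 0.5 to 1.5 h and -1.60 at 2 to 3 h, a difference of -0.10. However, at 0.5 to 1.5 h it was -1.96 for HIRA controls against dPCIF1 controls and -1.05 for the reverse. Wild-type values thus varied widely within 1 stage, and the small gap cannot decide. The early value against mutant libraries was -0.76, a comparison of single libraries that carries no test. GC content left the 2 to 3 h value almost in place (-1.92 within classes of GC and width, n = 5866 regions, p = 1.69e-24). Restricting the 2 to 3 h contrast to regions that both early controls also held gave -1.92 (n = 2690 regions, p = 0.000154), so late-appearing regions with few GAF motifs are not the whole reason.

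For the 2 to 3 h contrast alone, the value between the controls was -1.60, with a range that overlapped that against mutant libraries. Single libraries therefore do not separate the relation there from one that arises without a mutation. The value of -1.97 was computed on regions that both controls held, for which absence from the other control cannot be measured. This background therefore cannot decide whether that value needs an effect of the mutation. The negative relation of GAF and loss at 0.5 to 1.5 h likewise arose without any mutation, at -0.79 for dPCIF1 control regions absent from the HIRA controls. It did not differ past the threshold from the mutant value of -0.56 (normal approximation, n = 4130 and n = 2264 regions, p = 0.378). Among single early libraries, however, the range against HIRA mutants (-0.90 to -0.46) lay outside every range between wild-type libraries. The nearest was -1.14 to -0.92, for dPCIF1 control libraries against HIRA controls. These comparisons carry no test and were not matched for the share of peaks missing, and they differ from the result for region sets. Whether GAF regions fared differently in early HIRA mutants than between wild-type libraries therefore stays open. If they did, a weaker hold of GAF on early chromatin without HIRA, which the paper proposes, may be one reason. The paper reported less GAF in the chromatin fraction of HIRA mutants. It also reported weaker GAF binding in them at 2 to 3 h, measured by chromatin immunoprecipitation. From the peak lists alone it remains a hypothesis found and examined on the same 4 early libraries. Depth could not be examined, because the lists hold no read counts, and a delay or arrest of the mutant embryos was not separable from the genotype.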

How the results depend on the processing

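The alternatives with the same number of widest peaks, with width classes crossed with presence in the other wild-type set, and with only regions absent from both dPCIF1 controls were chosen after the results were seen. Alternatives from the plan that need a q-value or fold enrichment (a stricter threshold, ranking by q-value, strength by fold) were not run. Counting every line of a file was identical to counting regions, since each region had 1 line. Outside the settings that left out a library, 227 values were recomputed, of which 185 kept their call (or, for values without a test, moved by less than the spread). Of these, 3 changed direction without passing the threshold either way, namely the GAF share in early HIRA mutants with the motif anywhere in the peak (-0.11), and in dPCIF1 mutants the DREF share with the widest peaks (-0.0285) and the M1BP share with the replicate block (-0.0109). Chromosome arms alone (20 values), shorter motifs (12), no width classes (13), a midpoint within 500 bp of a TSS (3) and peaks of replicate 1 matched in replicate 2 (6) changed no result. Unless stated below, the cause of a change was not tested.

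With the controls of the other mutant, the log2 ratio of peak numbers became -1.98 for early HIRA mutants and 1.06 for dPCIF1 mutants, and the share lost 62.7% and 6.37%, in keeping with the larger peak number of the dPCIF1 controls. The promoter difference in dPCIF1 mutants reversed to -0.0596 (Fisher's exact test, adjusted p = 0.343). GAF shares then passed the threshold in Fisher's exact test, at 0.42 for early HIRA mutants (adjusted p = 0.00504) and -0.32 for dPCIF1 mutants (adjusted p = 0.000793).

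An overlap of 50% raised the share lost to 58.2% in early HIRA mutants and 15.9% in dPCIF1 mutants, and lowered the early regions held at 2 to 3 h to 85.0% in controls and 74.8% in mutants. The comparison of dPCIF1-gained and lost regions with the 2 to 3 h set weakened to -0.0724 (Fisher's exact test, p = 0.590) and, with 1 bp, to -0.25 (p = 0.0954). The same number of widest peaks gave lost shares of 29.3% for early HIRA mutants and 16.8% for dPCIF1 mutants, and shares held at 2 to 3 h of 72.9% and 47.6%. The promoter share between stages reversed in controls (0.12, Fisher's exact test, adjusted p = 0.114) and passed the threshold in mutants (0.57, adjusted p = 0.000154). The GAF share between stages in mutants no longer passed (-0.29, Fisher's exact test, adjusted p = 0.156).

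The relation of GAF and loss in early HIRA mutants was the least stable of the GAF and Zelda relations. It weakened to -0.0672 with the motif anywhere in the peak (n = 2264 regions, adjusted p = 0.696), -0.43 with the widest peaks (n = 652, adjusted p = 0.189) and -0.37 within width classes crossed with the other wild-type set (adjusted p = 0.104). The link of HIRA-lost and dPCIF1-gained regions fell to 0.24 (Fisher's exact test, p = 1) among regions absent from both dPCIF1 controls. Being lost is tied to being absent there, so the odds ratio of 2.96 over all regions is not evidence of opposite regulation. For DREF and M1BP, 14 calls changed, of which 11 newly passed the threshold and 3 no longer did, so their results without a difference past the threshold are not firm.

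Replicate numbers are shared between groups. In all 3 contrasts the replicates differed in peak number in the same direction in controls and mutants (log2 ratio of replicate 1 to 2 of -0.21 and -0.67, 0.19 and 0.57, -0.05 and -0.22), which 2 pairs cannot tell from chance. With the replicate block, shares lost refer to all peaks of single libraries and were 74.2%, 45.7% and 29.2% for early HIRA, late HIRA and dPCIF1 mutants. The GAF share in dPCIF1 mutants passed the threshold (-0.22). No other GAF, Zelda or promoter call changed under the block. Of the comparison motifs, the relation of DREF to loss in dPCIF1 mutants (-0.98) and the DREF and M1BP shares at 2 to 3 h (-0.31 and -0.48) passed the threshold under the block, and the relation of M1BP to loss at 2 to 3 h (0.34) did not.

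Leaving out a library turned its group into all peaks of the remaining library, including those not replicated, and so changed the group's make-up by construction. The numbers of regions became 4707 to 5449 and 1505 to 2399 in early HIRA controls and mutants, 9998 to 11432 and 7122 to 10595 at 2 to 3 h, and 7534 to 7814 and 9774 to 11347 in the dPCIF1 controls and mutants. Across the fits that each left out 1 library, the share lost ran from 56.2 to 68.7% (early HIRA), 25.5 to 40.1% (late HIRA) and 13.5 to 21.9% (dPCIF1). In the same order, the promoter log2 odds ratio ran from -0.78 to -0.39, -0.53 to 0.0350 and -0.23 to 0.47, the GAF share from -0.24 to 0.68, -0.00932 to 0.76 and -0.50 to 0.0666, and the Zelda share from 0.46 to 1.45, -0.19 to 0.33 and -1.15 to -0.75. The relation to loss ran from -1.10 to -0.28, -2.33 to -1.55 and -1.97 to -1.62 for GAF, and from -2.46 to -1.12, -1.45 to -0.87 and 0.73 to 1.34 for Zelda, and kept its direction in all these fits. Between stages, the share held ran from 78.1 to 98.0% in controls and 74.5 to 98.2% in mutants. The GAF share ran from -0.90 to -0.23 and -0.91 to 0.10, the Zelda share from -0.95 to -0.37 and -2.01 to -1.07, and the promoter share from -0.53 to 0.0432 and -0.10 to 0.29. For dPCIF1-gained against lost regions the values ran from -1.39 to 1.32. They were positive without a dPCIF1 control library and negative without a dPCIF1 mutant or 2 to 3 h control library.

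The unknown depth limits every count above, since how far a missing peak lay from the threshold is not in the lists.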

Other observations

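The tests of the X chromosome in HIRA mutants and of peak numbers against the wild-type sets were chosen after the values had been seen. The readings of the Zelda test between wild-type sets, of the gained regions, of the peak numbers of early HIRA mutants and of the delay were made more cautious once all values were known.

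The relation of the Zelda motif to loss in early HIRA mutants (-1.76) was set against several technical explanations. It stayed at -1.60 (n = 2264 regions, p = 2.02e-10) within 20 width classes crossed with the number of dPCIF1 controls holding the region, and at -1.71 (p = 2.59e-12) within classes of GC and width, which argues against coarse width classes and GC content as the whole cause. A difference in depth or signal cannot be told apart from the genotype. Between the wild-type sets the log2 odds ratio was -0.49 (n = 4130 regions, p = 0.0126) for dPCIF1 control regions absent from the HIRA controls, well short of the mutant value. For single HIRA control libraries against dPCIF1 controls, however, it ran from -1.71 to -1.32, which overlaps the range against mutants. In dPCIF1 mutants the Zelda relation had the opposite sign to every comparison between wild-type libraries. Loss of Zelda-motif regions in dPCIF1 mutants may therefore reflect more than calling strength, as a hypothesis from 2 mutant libraries, since the same motif gave -0.49 without a mutation. The paper, however, reported that the amount of Zelda on early chromatin did not apparently change in these mutants. It described the fall of Zelda motifs in promoter peaks as relatively weak. A difference between embryo collections stays open, because no second set of dPCIF1 mutants was analysed here.

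Early HIRA mutants had fewer peaks than their controls by more than the wild-type sets differed. The excess on the log2 scale was 0.78, larger than the spread of 0.50 between libraries. It rested on mutant replicate 1, without which the mutant log2 ratio was -1.08 and the excess 0.49 (without mutant replicate 2, -1.75). A difference between sets of libraries therefore cannot be told apart from an effect of the mutation with 2 libraries per group, although the mutant ratio exceeded the wild-type one in each fit that left out 1 library. For dPCIF1 mutants the case differs. The wild-type sets differed by 0.60, more than the 0.46 between dPCIF1 mutants and controls, so the higher peak number of the mutants may be of technical origin.

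Older embryos in the dPCIF1 mutant collections, or regions opening ahead of time, were predicted to make gained regions match the 2 to 3 h set more often than lost ones. The log2 odds ratio was -0.33, and with both replicates of each group it was below 0 under each overlap and peak-number setting tried. It turned positive without either dPCIF1 control library and more negative without either mutant library, each of which changes the make-up of the gained and lost sets. Lost regions were also wild-type regions by definition, as were those of the 2 to 3 h set. Older embryos or early opening therefore cannot be told apart from their absence.

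Regions of the 2 to 3 h controls that both early controls already held were lost in HIRA mutants in 5.10% of 3020 cases, and regions that neither held in 40.3% of 2603. At like width the log2 odds ratio was -3.60. A delay of the mutant embryos, which the study's counts of nuclear cycles make plausible, would give this. So would weakness of the late-appearing regions, because peaks of 1 control that the other control missed gave -5.07 for the same relation, compared with -3.42 against single mutant libraries. The delay cannot be told apart from weaker peaks by this test.

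The share of peaks on the X chromosome differed between wild-type sets and was high in HIRA mutants. At 0.5 to 1.5 h it was 18.8% ± 0.860 (SD, n = 2) in the HIRA controls and 12.2% ± 0.0473 in the dPCIF1 controls. Fewer called peaks do not account for this, since the widest 4707 peaks of the dPCIF1 controls had an X share of 12.2%. At 2 to 3 h it was 14.5% ± 0.0700 in the HIRA controls and 19.2% ± 0.519 in the HIRA mutants (exact permutation test, p = 0.33, the smallest possible). X regions were lost less often than autosomal regions of like width in the 2 to 3 h mutants (log2 odds ratio -0.67, n = 5866 regions, p = 1.84e-07), and 34.4% of gained but 12.2% of lost regions lay on X. The odds of lying on X were 1.35 times as high among mutant as among control regions. More X chromosome DNA per autosome in the mutant libraries is a candidate explanation. Embryos with a purely maternal chromosome set, or a higher share of females, would have it. The paper cites earlier work that gave HIRA a part in forming the diploid zygote. A change of ploidy could therefore affect every HIRA contrast here. At 0.5 to 1.5 h the evidence is mixed. The HIRA mutants lost X and autosomal regions alike (0.11, n = 2264 regions, p = 0.528). Their X share was 20.8% and 20.4%, above both controls at 19.4% and 18.2% (exact permutation test, p = 0.33), and 37.7% of their 61 gained regions lay on X compared with 20.1% of lost ones (log2 odds ratio 1.26, Fisher's exact test, p = 0.00193). The wild-type sets show that the X share also varies without the mutation, and the sex and ploidy of the embryos were not analysed here.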
